A study of Mus musculus with 12 samples. Its data were reported in "Hypoxia promotes osteogenesis by facilitating acetyl‐CoA‐mediated mitochondrial–nuclear communication" (2022).

How the data were processed

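Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on mouse mesenchymal stem cells (MSCs), given as bone-marrow cells in the sample labels and isolated from bone tissue according to the study's methods, kept at 2% oxygen (hypoxia) or 21% oxygen (normoxia). ChIP-seq recovers the DNA bound to a histone carrying a given modification. The modifications were acetylation of lysine 27 of histone H3 (H3K27ac), found at active promoters and enhancers, and trimethylation of lysine 4 (H3K4me3), found mainly at promoters. The 12 libraries, as named in the sample titles, formed 6 groups of 2: each mark and an input control (chromatin sequenced without immunoprecipitation) at each oxygen level.

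According to the study's methods, the authors mapped reads to the mm10 mouse genome with bowtie2, removed duplicates with Picard and called peaks with chromstaR in differential mode between the oxygen levels. chromstaR is a hidden Markov model that assigns each genomic window a state across all libraries given to it. The authors deposited 1 peak list per mark and oxygen level, 4 in all, each made from both libraries of its group. The lists give the position of each peak and a score. This score is the authors' own value per peak. It ran from 50 to 160, with the remaining peaks at 1000, and 50 was the lowest value in each list. Its definition was not stated, and it was taken as rising with the confidence of the call. It was used to describe, rank or filter peaks within a list. Where scores of both oxygen levels are set side by side, this is description only. Every peak boundary was a multiple of 500 bp.

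The lists hold no read counts and no values per library. Sequencing depth, the spread between replicates and the input signal were therefore not analysed here, and neither was the authors' read-based comparison of the oxygen levels. No difference below has a replicate check. Confidence intervals are 95% Wilson intervals for a share of peaks. They cover counting error only, and neighbouring peaks are not independent. Fisher's exact test (two-sided) and the permutation test compare lists of peaks and not the oxygen conditions.

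How the 4 lists relate to each other decides what an overlap means here, and it was checked first. Together they held 22555 distinct intervals covering 106 Mb. None overlapped another in part: each overlap between lists was an identical interval. The lists are thus 4 views of a single joint segmentation, in which an interval ends wherever the call of either mark at either oxygen level changes. Touching peaks within a list can follow from this, and the boundaries of the lists are not independent of each other. Not every touching pair does. The H3K4me3 peaks on chromosome 19 from 8251501 to 8253000 and from 8253001 to 8253500 touch. Both were hypoxia-only without H3K27ac, so no call changed between them. A model fitted jointly can also assign states to both oxygen levels alike, which affects how many differences it calls.

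A peak was called hypoxia-only or normoxia-only when it shared no base with the list of the same mark at the other oxygen level, and shared otherwise. Together the first pair are called condition-specific. The Jaccard index was the number of bases in both lists divided by the number in either list. H3K27ac peaks were then sorted by whether they overlapped an H3K4me3 peak of either oxygen level by at least 1 bp. As a chance level, the peaks were moved by 200000 bp in each direction. A promoter peak lay within 1000 bp of the transcription start of a protein-coding gene in the GENCODE M21 basic annotation of the same genome build, and a distal peak lay over 1000 bp from any H3K4me3 peak. GC content and soft-masked (repeat) sequence were taken from the reference genome of that build. No peak ran past the end of a chromosome.

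For gene functions, each condition-specific H3K27ac peak was assigned to the nearest transcription start. Lists of 421 genes in 6 functions were written from general knowledge before the data were examined. The lists reported are osteogenic, Wnt signalling, hypoxia response, MAPK cascade and adipogenic, and 1 list is not reported here. All 421 symbols matched the annotation, 1 through an older symbol. Each list was compared with all other condition-specific peaks by Fisher's exact test with Benjamini-Hochberg adjustment over the 6 lists, and with 10000 random gene sets holding at least as many condition-specific peaks. The loci named were also set by a rule before the data were examined: the 3 widest hypoxia-only and the 3 widest normoxia-only H3K27ac peaks with no peak of the other list within 5000 bp, and the peaks within 20000 bp of Sp7, Wnt1, Bglap, Bmp2 and Dlx3. Loci named outside this rule are marked as such.

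The alternatives tried were a cover of at least 50% of the peak, leaving out the lowest-scoring 25% of peaks from both lists or from the counted list, requiring no peak of the other list within 1000 bp, joining peaks within 1000 bp, autosomes only, a promoter window of 2500 bp, a limit of 100000 bp on the nearest start, and counting each gene once. Counting H3K4me3 peaks within 1000 bp, joining peaks before the comparison with H3K4me3, and all alternatives for the hypoxia-only share of condition-specific peaks were added after seeing the data. Odds ratios within strata were combined by the Mantel-Haenszel method over 4 strata of equal size, and again over 10.

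Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The interval functions were tested on simulated data, where all 2872 condition-specific peaks made in 20 pairs of lists were found with 0 false ones, and 10 of 10 counts and base totals from the real lists equalled those of bedtools 2.31.1. In 50 simulations with 1 gene list depleted of hypoxia-only peaks, that list was called in 50, and in 50 simulations without one no list was called, but the list held a median of 80.5 condition-specific peaks. With 10 peaks in the list, close to the real lists, an entirely normoxia-only list was called in 50 of 50 simulations and an entirely hypoxia-only list in 0 of 50. In 200 simulations in which GC content alone made the difference between the classes, the combined odds ratio over 4 strata had a median of 1.18 in place of 1, so strata of this width leave part of a GC effect in place.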

Results

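To compare the histone marks of MSCs between oxygen levels, H3K27ac and H3K4me3 were profiled in cells cultured at 2% oxygen and at 21% oxygen. MSCs are stromal cells of bone and bone marrow that can form bone, cartilage and fat cells. There were 2 libraries per mark and oxygen level and 4 input libraries, and each mark at each oxygen level gave 1 peak list. The spread between replicates and the sequencing depth are unknown at this level, so the values below describe the called peaks.

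The size of the lists was compared first. The H3K27ac list held 15203 peaks in hypoxia and 14832 in normoxia, covering 89.8 Mb and 87.9 Mb, or 3.29% and 3.23% of the genome. H3K4me3 gave 14606 peaks in hypoxia and 14603 in normoxia, which covered 39.5 Mb at each oxygen level. The median peak width was 3500 bp for H3K27ac and 2500 bp for H3K4me3 in each list. When peaks within 1000 bp of each other were joined, the H3K27ac lists held 12717 and 12544 peaks.

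Viewed as 1 segmentation, the genome carried 9 of the 15 possible combinations of calls. Both marks at both oxygen levels were called on 7276 segments. H3K27ac alone, at both oxygen levels, was called on 7338 segments, and H3K4me3 alone, at both oxygen levels, on 7125. The remaining 816 segments differed between the oxygen levels. No segment differed in both marks.

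The next question was whether the position of H3K27ac changed with oxygen. Of the hypoxia peaks, 589 of 15203 were absent from the normoxia list, a share of 3.87% (95% CI 3.58 to 4.19). Of the normoxia peaks, 218 of 14832 were absent from the hypoxia list, a share of 1.47% (95% CI 1.29 to 1.68). Hypoxia-only peaks therefore made up 73% of the 807 condition-specific peaks (95% CI 69.8 to 75.9). They covered 2.87 Mb against 1.03 Mb for normoxia-only peaks. In percentage points, the alternative that moved these shares most was to leave out the lowest-scoring 25% of both lists, which gave 6.81% and 4.47%. Leaving them out of the counted list alone moved the shares in the opposite direction, to 1.05% and 0.324%, the larger change as a fold. In every alternative computed the hypoxia-only share was the higher of the pair. Condition-specific peaks had low scores within their own list. Their median score was 58 among hypoxia-only and 56 among normoxia-only peaks, against 115 and 103 for the shared peaks of the same lists.

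By chromosome, hypoxia-only H3K27ac peaks outnumbered normoxia-only peaks on 20 of the 20 chromosomes that carried any. The counts were closest on chromosome 1, with 20 and 19, and chromosome 11 had the most hypoxia-only peaks, 60 against 12.

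**Figure D1:**
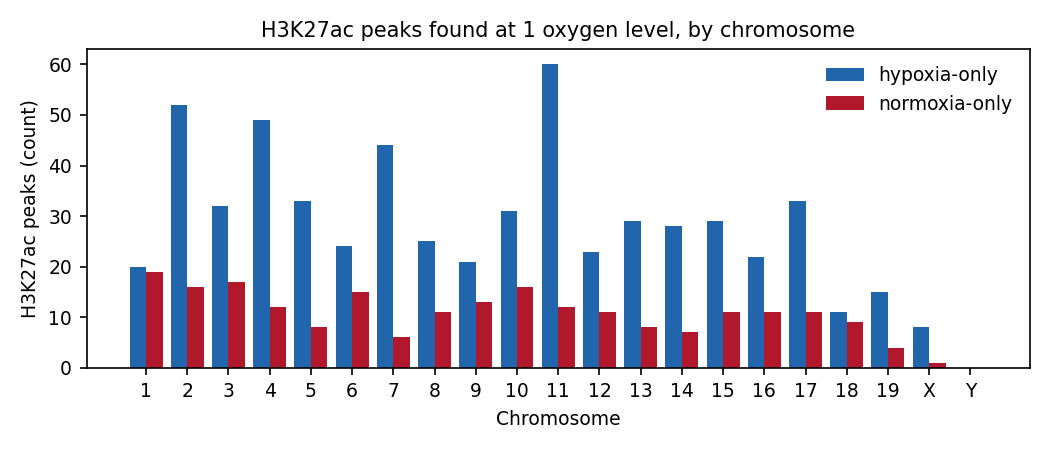
Number of H3K27ac peaks (count, vertical axis) found only in the hypoxia list (blue) or only in the normoxia list (red), for each chromosome (horizontal axis). The blue bar is the taller on 20 chromosomes, from 60 against 12 on chromosome 11 to 20 against 19 on chromosome 1, and chromosome Y has 0 of either.

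H3K4me3 was compared in the same way, to ask whether both marks moved alike. Of its peaks, 6 of 14606 were hypoxia-only, a share of 0.0411% (95% CI 0.0188 to 0.0896), and 3 of 14603 were normoxia-only, a share of 0.0205% (95% CI 0.00699 to 0.0604). Without the lowest-scoring 25% of peaks in both lists, 2 hypoxia-only and 0 normoxia-only peaks were left. For 0 of 10953 the upper limit was taken as 3 peaks over the number of peaks, 0.0274%. This limit is not a Wilson interval. The Jaccard index between oxygen levels was 0.957 for H3K27ac and 0.9997 for H3K4me3. Chromosome Y, with 1 H3K27ac peak in each list, was left out of the comparison by chromosome. On the others the index was higher for H3K4me3 on 20 of 20, where it ranged from 0.998 to 1, against 0.929 to 0.973 for H3K27ac. The ranges of the marks over these 20 chromosomes thus did not overlap, while the spread over replicates is unknown. Both H3K4me3 lists also had the same median score, 129, and the same number of peaks at the highest score, 2065. The joint fit may have made their calls alike, and the chromosomes do not give independent checks of this.

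Changes in H3K27ac were next placed relative to H3K4me3. Of the H3K27ac segments that carried H3K4me3, 199 of 7475 were condition-specific, or 2.66% (95% CI 2.32 to 3.05). Of those without H3K4me3, 608 of 7946 were, or 7.65% (95% CI 7.09 to 8.26). At all 199 segments of the first kind, H3K4me3 was called at both oxygen levels. The classes also differed from each other. An H3K4me3 peak overlapped 176 of the 589 hypoxia-only peaks (29.9%, 95% CI 26.3 to 33.7) and 23 of the 218 normoxia-only peaks (10.6%, 95% CI 7.13 to 15.3). The odds ratio was 3.61 (two-sided Fisher's exact test between the lists, p = 2.68e-09), and the hypoxia-only share was higher on 18 of 20 chromosomes. Shared peaks overlapped H3K4me3 in 49.8% of cases (95% CI 49.0 to 50.6). After the peaks were moved by 200000 bp, the shares were 8.49%, 6.65% and 8.21% for hypoxia-only, normoxia-only and shared peaks. The value for normoxia-only peaks thus lay just under the confidence interval of its observed share. The alternative that moved the odds ratio most left out the lowest-scoring 25% of the counted list and gave 16.4, from 59 of 120 hypoxia-only and 2 of 36 normoxia-only peaks. Among peaks of similar GC content the odds ratio fell to 1.53 (95% CI 0.901 to 2.61), so at equal GC content the difference between the classes was not detectable.

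Distance to genes gave the same order. A transcription start lay within 1000 bp of 38.0% of hypoxia-only peaks (95% CI 34.2 to 42), 17.9% of normoxia-only peaks (95% CI 13.4 to 23.5) and 52.8% of shared peaks (95% CI 51.9 to 53.6). The odds ratio between the condition-specific classes was 2.82 (two-sided Fisher's exact test between the lists, p = 2.99e-08). The median distance to the nearest start was 2558 bp for hypoxia-only, 20355 bp for normoxia-only and 559 bp for shared peaks.

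**Figure D2:**
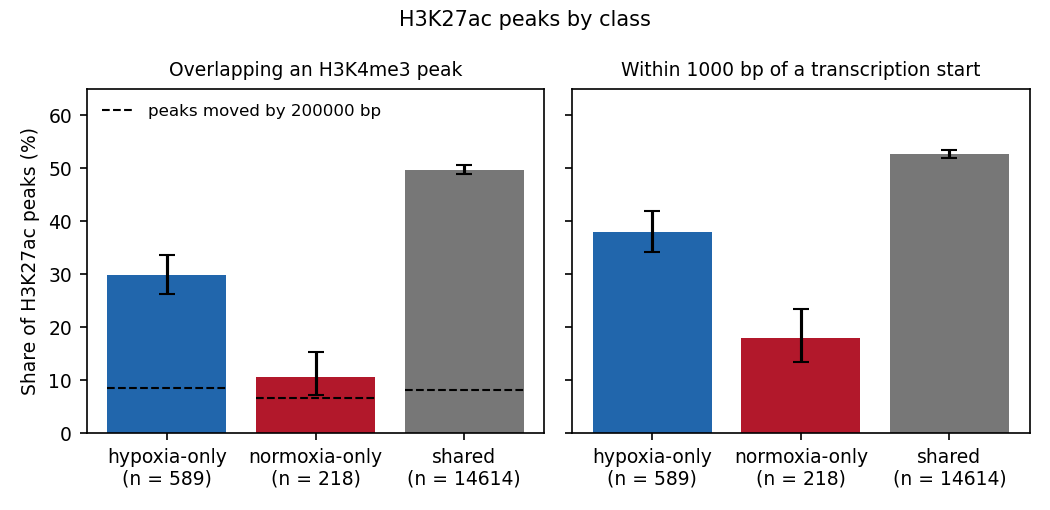
Share of H3K27ac peaks (%, vertical axis) that overlap an H3K4me3 peak (left) or lie within 1000 bp of a transcription start (right), for hypoxia-only, normoxia-only and shared peaks. Error bars are 95% Wilson intervals over peaks and dashed lines the overlap after moving the peaks by 200000 bp, and normoxia-only peaks have the lowest share in each panel, 10.6% and 17.9%.

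Of the H3K4me3 peaks in hypoxia, 7131 of 14606 (48.8%) carried no H3K27ac peak at either oxygen level, and 1549 of these had one within 1000 bp.

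Genes near the changed H3K27ac peaks were compared by function. The study related acetylation lost in normoxia to skeletal and Wnt genes, among others. Acetylation gained in normoxia was related to MAP kinase genes, among others. Lost peaks correspond to the hypoxia-only class here, and gained peaks to the normoxia-only class. The study asked which functions were enriched near peaks with changed signal. The share below instead compares hypoxia-only with normoxia-only peaks, which is a different question. The lists held few condition-specific peaks, from 6 to 12 each. Hypoxia-only peaks made up 3 of the 6 near osteogenic genes (50%, 95% CI 18.8 to 81.2), 9 of the 12 near Wnt signalling genes (75%, 95% CI 46.8 to 91.1) and 7 of the 10 near hypoxia response genes (70.0%, 95% CI 39.7 to 89.2). They made up all 8 near MAPK cascade genes (95% CI 67.6 to 100) and all 9 near adipogenic genes (95% CI 70.1 to 100). No difference was called between any of these 5 lists and the other condition-specific peaks, with 0 adjusted and 0 unadjusted p-values under 0.05 (two-sided Fisher's exact test, smallest p = 0.116, Benjamini-Hochberg adjusted over the 6 lists tested 0.369). The test could not have called any of these lists in the hypoxia-only direction. Had all peaks of a list been hypoxia-only, the exact p before adjustment would be 0.199 for the 6 osteogenic and 0.0433 for the 12 Wnt signalling peaks, and the lowest adjusted p that the 6 lists could reach in this direction was 0.13. Against random gene sets the MAPK cascade list stood at percentile 95.7, the adipogenic list at 97.1 and the osteogenic list at 12.7. A tied random set counted 50% in these percentiles. No random set can exceed a share of 100%, so the MAPK cascade and adipogenic percentiles were the highest those lists could reach. They are therefore not tail probabilities. The Wnt signalling list stood at 54.1 and the hypoxia response list at 40.4. Leaving out peaks over 100000 bp from a start put the Wnt signalling list below the other peaks, at 62.5%, where it had been above them.

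The osteogenic peaks lay nearest Tnc, Alpl and Sox9 in the hypoxia-only class and nearest Tnc, Fosl2 and Fosl1 in the normoxia-only class. Nearest does not mean close. The Sox9 peak lay 360277 bp, the Fosl2 peak 132801 bp and the normoxia-only Tnc peak 50986 bp from the start. The others lay at most 1954 bp away. All had scores from 50 to 57, near the lowest of their lists. These gene names, and the next one, were chosen after their values were seen. The 9 adipogenic peaks included 1 at a transcription start of Pparg, which encodes a main regulator of fat cell formation, on chromosome 6 from 115360001 to 115362500 (mm10), with a score of 101 and H3K4me3 at the same place.

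The 3 widest hypoxia-only peaks with no normoxia peak within 5000 bp were taken from 315 such peaks. The widest spanned 41000 bp on chromosome 11, from 100884001 to 100925000, across exons and introns of Stat3 and the end of Stat5a. The second spanned 25000 bp on chromosome 9, from 120947001 to 120972000, over parts of Ctnnb1, which encodes beta-catenin, and Ulk4. The third spanned 22500 bp on chromosome 15, from 44663501 to 44686000, over part of Sybu. None overlapped H3K4me3, and their scores of 51, 55 and 108 include values near the lowest of the list, 50.

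The 3 widest isolated normoxia-only peaks came from 143. They lay on chromosome 10 from 59346501 to 59370500 (24000 bp, over exons and introns of P4ha1), on chromosome 9 from 58606001 to 58629500 (23500 bp, over a transcription start of Nptn) and on chromosome 3 from 136851001 to 136869000 (18000 bp, within Ppp3ca). Their scores were 63, 53 and 58, and none overlapped H3K4me3.

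For the genes of bone formation, the peak lists were read at each locus. Sp7, also called osterix, encodes a transcription factor needed by bone-forming cells and lies on the minus strand of chromosome 15 from 102356606 to 102367182. Within 20000 bp of it there were 4 H3K27ac peaks in hypoxia and the same 4 in normoxia. The widest, from 102354501 to 102364500, covered exons of Sp7. The H3K4me3 peak from 102364501 to 102367500 held its transcription start at both oxygen levels, and no H3K27ac peak was called there. In hypoxia, the scores of all 4 lay above the median of their list, 111. In normoxia, 3 lay above the median of that list, 102, and the peak from 102378001 to 102379500, with a score of 62, lay below it. In genome order the scores were 139, 139, 139 and 123 in hypoxia, against 113, 111, 139 and 62 in normoxia. Thus 3 of the 4 were lower in normoxia, and that of the peak from 102376001 to 102378000 was equal. Shared peaks as a set also had the lower median score in normoxia, 103 against 115. The lists thus showed no difference in peak position at Sp7, and a difference in signal height was not analysed here. The study reported less H3K27ac in normoxia at a potential enhancer of Sp7. That was a difference in read density, which peak positions cannot test.

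At Dlx3 (chromosome 11, 95120119 to 95125296) there was 1 H3K27ac peak, from 95096001 to 95103500 in intergenic sequence, and H3K4me3 at the transcription start, from 95119501 to 95122500, each in the lists of both oxygen levels. Bmp2 (chromosome 2, 133552159 to 133562885) had 1 H3K4me3 peak at its start in both lists, from 133551001 to 133555500, and no H3K27ac peak. Near Wnt1 (chromosome 15, 98789857 to 98793837) both H3K4me3 lists held 2 peaks, at starts of Wnt10b and Ddn, and no H3K27ac peak. No peak of the 4 lists lay near Bglap (chromosome 3, 88383501 to 88384464). None of the 5 loci held a condition-specific peak.

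**Figure D3:**
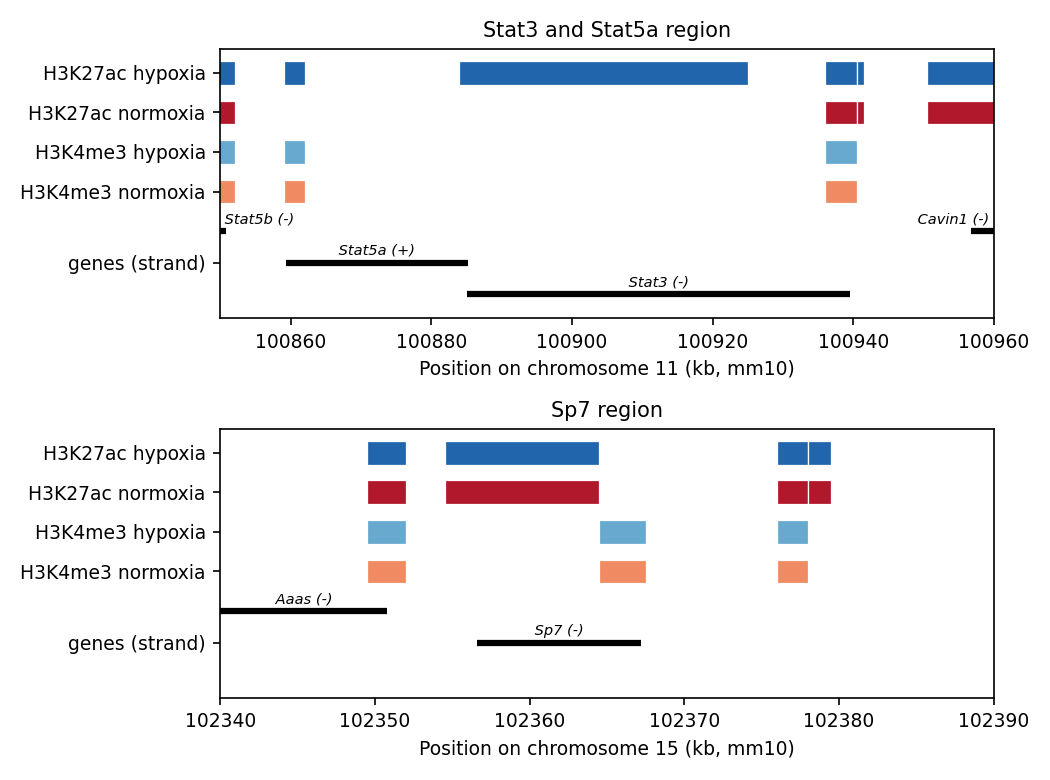
Peaks of the 4 lists (coloured boxes, 1 line per list) and protein-coding genes (black lines with their strand) along chromosome 11 at Stat3 and Stat5a (top) and chromosome 15 at Sp7 (bottom), in kb of the mm10 genome. At Stat3 the H3K27ac peak of 41000 bp is present in hypoxia and absent in normoxia, whereas all peaks at Sp7 have the same position at both oxygen levels.

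GC content was compared last, because it can affect how well a region is recovered. Among peaks over 1000 bp from any H3K4me3 peak, the median GC content was 46.5% in 257 hypoxia-only peaks (interquartile range 43.6 to 49.6), 43.5% in 143 normoxia-only peaks (40.2 to 45.9) and 44.8% in 5265 shared peaks (42.2 to 47.7). The condition-specific classes differed by 3.05 percentage points (two-sided permutation test between the lists, p = 2e-05, the smallest that 100000 resamples give). The hypoxia-only median was the higher on 18 of 20 chromosomes.

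**Figure D4:**
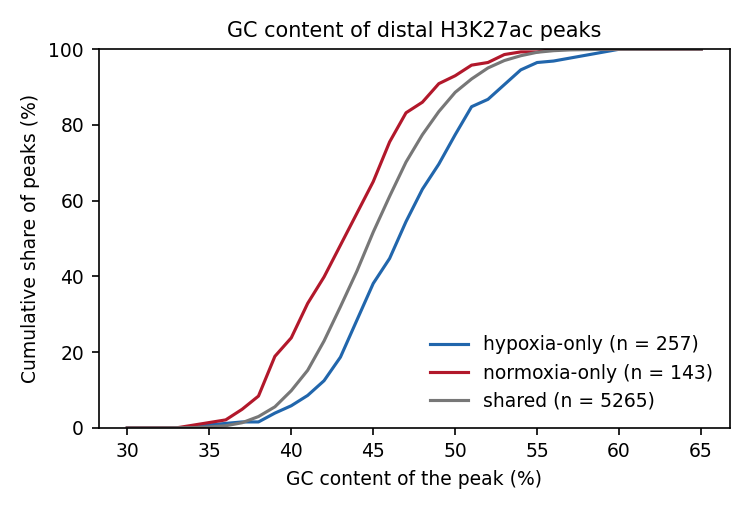
Cumulative share of distal H3K27ac peaks (%, vertical axis) up to a given GC content of the peak (%, horizontal axis), for hypoxia-only (blue, 257 peaks), normoxia-only (red, 143 peaks) and shared peaks (grey, 5265 peaks). The medians are 46.5%, 43.5% and 44.8% in that order.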

Values the study reported

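For these peaks, the study reported calling with a bin size of 1,000, a step of 500 and a mapping quality of at least 15. In chromatin accessibility data from the same kind of cells, which are not analysed here, it reported 81,393 accessible sites, of which 23,571 changed after the shift to atmospheric oxygen.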

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

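No paired analysis was possible because each peak list was made from both libraries of a group and carries no replicate numbers. For the same reason leaving out a replicate was not possible. Requiring 50% of a peak to be covered moved nothing, since overlapping peaks were always identical intervals, so that alternative says nothing about stability.

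Under the other alternatives, 28 shares of peaks moved outside their 95% confidence interval and 7 stayed within it. Of the Jaccard indices, 2 moved by more than a 95% binomial interval over windows of 500 bp and 4 did not. The 6 odds ratios kept their direction and their side of the threshold, although their size changed. Of the gene list values, 3 changed direction and 15 kept it, and none passed the threshold. The 4 counts of peaks per list moved by less than 1.5-fold when peaks within 1000 bp were joined.

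Leaving out the lowest-scoring 25% of both lists raised the H3K27ac shares to 6.81% (hypoxia-only) and 4.47% (normoxia-only), since a peak kept in 1 list then counted as specific when its counterpart fell among the peaks left out. The hypoxia-only share of condition-specific peaks was then 61.0% and the Jaccard index of H3K27ac 0.906. For H3K4me3 the shares became 0.0183% and 0%, and its Jaccard index 0.9999. Leaving out such peaks from the counted list alone gave 1.05% and 0.324% for H3K27ac, 0.00913% and 0% for H3K4me3, and 76.9% for the hypoxia-only share of condition-specific peaks. Most condition-specific peaks were thus among the lowest-scoring of their list.

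When no peak of the other list was allowed within 1000 bp, the H3K27ac shares were 2.32% and 1.03% and hypoxia-only peaks were 69.7% of the condition-specific ones. Joining peaks gave 2.68%, 1.21% and 69.2%. These values fell because many condition-specific peaks touch a shared peak. The hypoxia-only share of hypoxia peaks stayed above the normoxia-only share of normoxia peaks under all 5 alternatives, for both marks.

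The share of hypoxia-only H3K27ac peaks with H3K4me3 was 34.4% with no normoxia peak within 1000 bp, 49.2% without the lowest-scoring 25%, 56.4% with H3K4me3 within 1000 bp counted and 35.5% after joining. For normoxia-only peaks the second and the third of these gave 5.56% and 34.4%, and for shared peaks the last pair gave 64.0% and 57.2%. The odds ratio between the condition-specific classes kept its direction and its side of the threshold throughout, between 2.46 and 16.4. A promoter window of 2500 bp gave 49.6%, 30.7% and 59.0% for hypoxia-only, normoxia-only and shared peaks, as a wider window must. With no hypoxia peak within 1000 bp the normoxia-only promoter share was 12.4%.

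No gene list reported passed the threshold under any alternative (18 values, smallest adjusted p = 0.417, Fisher's exact test). This says little about the hypoxia-only direction, in which lists this short could not be called in the main comparison. An entirely normoxia-only list could have been called there. Directions changed for lists near the overall share. With the nearest start within 100000 bp, the hypoxia-only share was 62.5% for Wnt signalling (from above to below the other peaks) and 77.8% for hypoxia response (from below to above). For hypoxia response it was 100%, from 3 peaks, without the lowest-scoring 25% (again from below to above). With no peak of the other list within 1000 bp it was 33.3%, also from 3 peaks, and stayed below the other peaks. With that few peaks the cause was not tested. The osteogenic and MAPK cascade lists held no peak without the lowest-scoring 25%, so that alternative gave no value for them.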

Other observations

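The tests of copy number, of depth, of GC content as a library bias in distal peaks, of peak scores, of assembly gaps and of peaks touching shared ones by distance to H3K4me3 were chosen after the result they concern had been seen. All patterns here were found and tested on the same peak lists, so each explanation is a hypothesis.

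More H3K27ac peaks were hypoxia-only than normoxia-only. Altered copy number of single chromosomes in the cultured cells would place the excess on a few chromosomes, whereas 20 of 20 showed it. A difference in depth or calling sensitivity between the oxygen levels stays open. The ratio of hypoxia-only to normoxia-only peaks was 7.65 at segments with H3K4me3 and 2.12 elsewhere. These ratios cannot decide, since they also depend on how many peaks of each kind lie near the calling threshold. The 14614 shared peaks had a median score of 115 in hypoxia and 103 in normoxia. Scores alone do not tell a difference in sensitivity from a change in signal. An effect that differs between narrow and broad peaks does not account for the gap between the ratios, as the odds ratio within strata of width was 3.89. Within strata of GC content it was 1.53 (95% CI 0.901 to 2.61), so a difference in sensitivity that varies with GC content and a change in acetylation cannot be told apart without read counts.

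Condition-specific H3K27ac peaks may in large part be calls near the threshold of the caller, if the score rises with the confidence of the call, which was not stated. The lowest-scoring 25% of their own list held 79.6% of hypoxia-only and 83.5% of normoxia-only peaks. This is consistent with regions whose acetylation lies close to the limit of detection at both oxygen levels, and a partial change in signal at such regions stays open as well. The wide hypoxia-only peak over Stat3, with a score of 51, is of this kind.

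Hypoxia-only peaks overlapped H3K4me3 more often than normoxia-only peaks. A difference in peak width does not account for this, since the combined odds ratio within strata of width was 3.89 (95% CI 2.37 to 6.38). Within strata of GC content it was 1.53 (95% CI 0.901 to 2.61), and 1.51 over 10 strata. The pattern could therefore be the same one as the GC difference between the classes. H3K4me3 and GC content go together at promoters, so a GC bias between the libraries and a change that favours promoters cannot be told apart here. In the most GC-rich stratum, 93.6% of the condition-specific peaks were hypoxia-only, against 48% in the most GC-poor.

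The GC difference was also present far from promoters, which a change at promoters alone would not produce. Among distal peaks over 20000 bp from a transcription start it was 2.96 percentage points (two-sided permutation test between the lists, p = 2e-05, the smallest possible), which argues against distance to the nearest start as the whole cause. The hypoxia-only share of distal condition-specific peaks rose from 39.0% in the most GC-poor of 4 strata to 82.0% in the most GC-rich. A GC bias between the libraries may produce such a gradient, and so may acetylation of a GC-rich class of enhancers in hypoxia. They cannot be told apart from peak lists, and GC content against coverage in the reads of each library, inputs included, would be the place to look.

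Many condition-specific H3K27ac peaks touched shared ones. Over 1000 bp from any H3K4me3 peak, this held for 37 of 257 hypoxia-only peaks (14.4%, 95% CI 10.6 to 19.2) and 8 of 143 normoxia-only peaks (5.59%, 95% CI 2.86 to 10.7), an odds ratio of 2.84 (two-sided Fisher's exact test between the lists, p = 0.00783). Among all peaks without H3K4me3 the odds ratio was 2.02 (two-sided Fisher's exact test between the lists, p = 0.00022). However, 138 of the 175 hypoxia-only peaks behind it lay within 1000 bp of an H3K4me3 peak. In that neighbourhood the classes were alike, with 88.5% of 156 hypoxia-only and 84.6% of 52 normoxia-only peaks touching a shared peak (two-sided Fisher's exact test, p = 0.473). Among peaks with H3K4me3 the shares went the other way, 30.1% of 176 hypoxia-only (95% CI 23.8 to 37.3) and 47.8% of 23 normoxia-only peaks (95% CI 29.2 to 67), with an odds ratio of 0.47 that was not past the threshold (two-sided Fisher's exact test, p = 0.0997). Over all condition-specific peaks the odds ratio was 1.55 (two-sided Fisher's exact test between the lists, p = 0.0105). Wider acetylated domains in hypoxia would give odds ratios above 1, as here and among all peaks without H3K4me3. These pooled sets mix peaks near to and far from H3K4me3. With the sets kept apart, only the comparison over 1000 bp from H3K4me3 passed the threshold in that direction. That comparison rests on few peaks. Within strata of GC content its odds ratio was 2.19 (95% CI 0.985 to 4.85), and 1.87 over 10 strata (95% CI 0.824 to 4.25). A GC bias between the libraries and wider domains therefore cannot be told apart. A higher calling sensitivity in hypoxia, which would also extend domains at their edges, stays open and was not tested on this pattern.

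Only 9 of 14609 H3K4me3 peaks were found at 1 oxygen level, and all 9 lacked H3K27ac and lay over 1000 bp from a transcription start. They were named after their values were seen. Of these, 2 held unsequenced bases of the reference, on chromosome 16 from 3231001 to 3233500 (574 bases) and on chromosome 17 from 13654001 to 13655000 (612 bases), against 12 of the other 14600 (two-sided Fisher's exact test, p = 3.06e-05). Gaps in the assembly, where reads of repeated sequence pile up, are a candidate explanation for these 2. Repetitive sequence in general remains open for the set. Its median soft-masked share of 19.6% lay at percentile 96.7 of random sets of 9 H3K4me3 peaks, but at 94.6 among peaks no wider than these. No biological explanation was tested for them.

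The Sp7 transcription start carried H3K4me3 and no H3K27ac call at either oxygen level, although an H3K27ac peak touched the edge of that H3K4me3 peak. It ended 2013 bp from the nearest annotated start of Sp7, which lies inside the gene end given above. More widely, 1549 H3K4me3 peaks without H3K27ac in the hypoxia list had an H3K27ac peak within 1000 bp. When H3K4me3 within 1000 bp was counted, the share of shared H3K27ac peaks with H3K4me3 rose to 64.0%, so the joint segmentation may part marks that share a promoter.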
